# Transcriptome analysis highlights nuclear control of chloroplast development in the shoot apex

**DOI:** 10.1038/s41598-018-27305-4

**Published:** 2018-06-11

**Authors:** Vijay Dalal, Shlomi Dagan, Gilgi Friedlander, Elinor Aviv, Ralph Bock, Dana Charuvi, Ziv Reich, Zach Adam

## Abstract

In dicots, the key developmental process by which immature plastids differentiate into photosynthetically competent chloroplasts commences in the shoot apical meristem (SAM), within the shoot apex. Using laser-capture microdissection and single-cell RNA sequencing methodology, we studied the changes in the transcriptome along the chloroplast developmental pathway in the shoot apex of tomato seedlings. The analysis revealed the presence of transcripts for different chloroplast functions already in the stem cell-containing region of the SAM. Thereafter, an en masse up-regulation of genes encoding for various proteins occurs, including chloroplast ribosomal proteins and proteins involved in photosynthesis, photoprotection and detoxification of reactive oxygen species. The results highlight transcriptional events that operate during chloroplast biogenesis, leading to the rapid establishment of photosynthetic competence.

## Introduction

The light-dependent reactions of oxygenic photosynthesis are carried out within extensive networks of flattened vesicles, called thylakoids. The most advanced form of these networks is found in higher-plant chloroplasts, where they form one of the most complex membranous systems in cells^1–6^. Yet, this massive and elaborate system develops essentially from scratch, commencing in undifferentiated plastids termed proplastids, which contain little or no photosynthetic proteins or internal membranes. Bridging the enormous compositional and functional gaps between proplastids and mature chloroplasts requires an array of tightly controlled processes including plastid-nucleus signaling, extensive transcription and translation of nuclear and plastidial genes, massive synthesis of lipids, import of proteins into plastids, insertion of proteins into the thylakoid membranes, assembly of the proteins and incorporated pigments into functional complexes, and differentiation of the lamellar system into its mature, competent form (for some reviews, see^5–12^).

In dicots, which constitute the largest group of flowering plants (angiosperms), the aforementioned processes are initiated in the shoot apical meristem (SAM) and flanking leaf primordia (LP), collectively termed the ‘shoot apex’ (Fig. 1a). The vegetative SAM is comprised of three functionally distinct regions: (1) the central zone (CZ) contains a small number of slowly dividing stem cells that are the source for all of the aerial parts of the plant, (2) the peripheral zone (PZ) surrounds the CZ and generates leaf organs, and (3) the rib zone (RZ), which is located beneath the CZ, supplies cells for the internal tissues of the stem and leaves. The SAM is also divided into three distinguished clonal layers transversely, each of which gives rise to different tissues of the leaf. The outermost layers, L1 and L2, generate the epidermis and the outer mesophyll, respectively, with the latter constituting the main photosynthetic tissue of the leaf. The inner layer, L3, or corpus, which in fact consists of several cell layers, makes up the inner bulk of the SAM and contribute cells toward the outer mesophyll tissue and vasculature.

**Figure 1:**
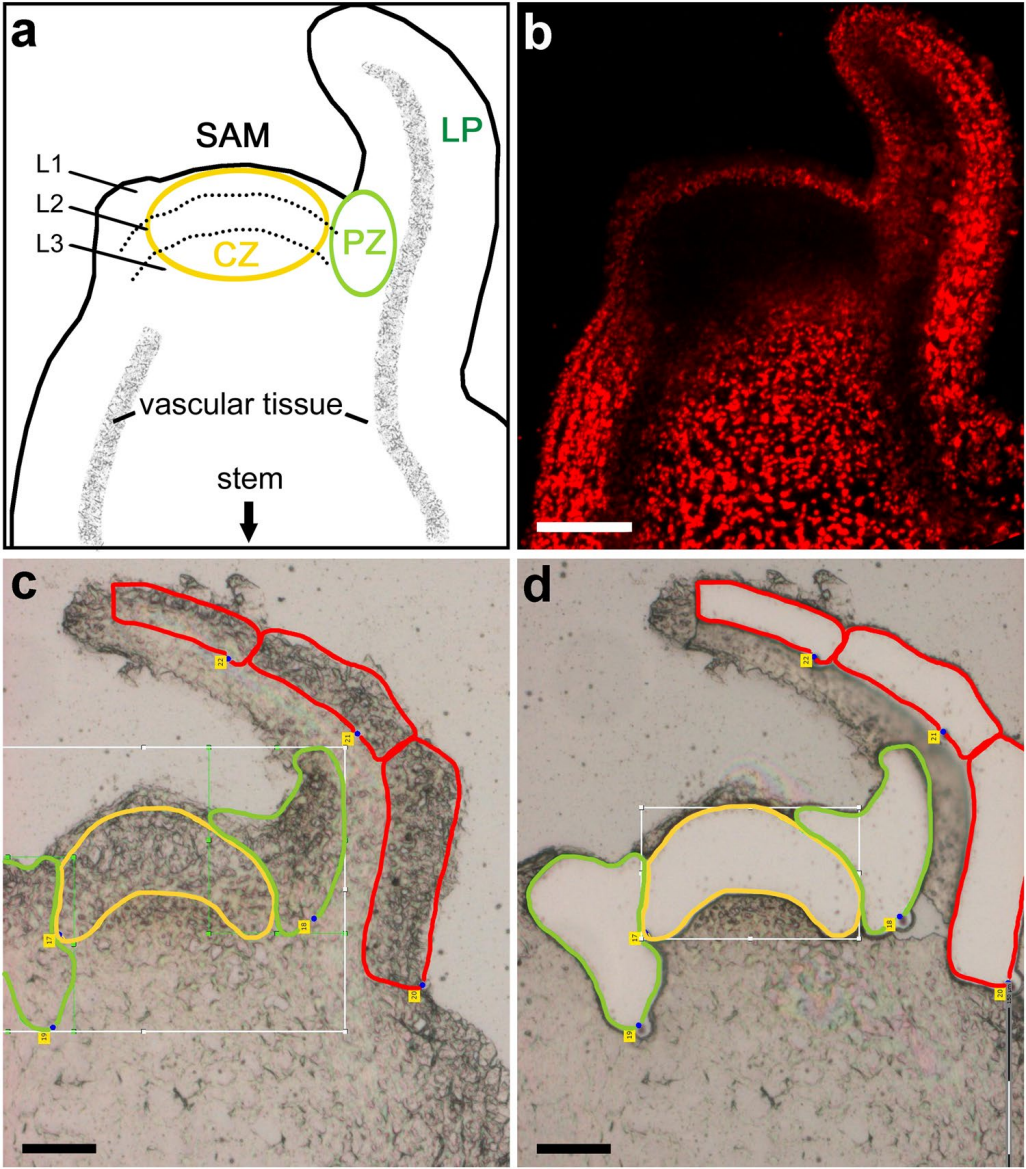
The vegetative shoot apex of tomato. (**a)** Illustration of the vegetative shoot apex, which is comprised of the shoot apical meristem (SAM) and leaf primordia (LP). The central zone (CZ) of the SAM contains stem cells that give rise to all of the aerial parts of the plant. Surrounding the CZ is the peripheral zone (PZ), from which leaf organs are formed. The three clonal layers of the SAM (L1, L2, L3), which generate the different tissues of the leaf, are also marked. **(b)** Chlorophyll fluorescence image of the SAM and young leaf primordium. **(c**,**d)** A typical section of the shoot apex before **(c)** and after **(d)** being subjected to laser capture microdissection, to isolate the chlorophyll-less region of the SAM CZ (yellow outline), the PZ, in which chlorophyll fluorescence becomes visible (green outline), and tissue of the LP which harbors still more developed chloroplasts (red outline). For better visibility, the original software lines were re-traced. Scale bars, 50 μm.

In a previous study^13^, we characterized the process of chloroplast biogenesis in the shoot apex of Arabidopsis using different microscopic methods. We found that true proplastids reside only in the CZ of the L2 layer and the topmost layer of L3 of the SAM. These proplastids start to develop thylakoid membranes upon arrival of the cells to the SAM’s PZ, within a few cell divisions from the CZ. The membranes continue to expand and differentiate within developing leaf primordia before reaching their mature form. Thylakoid membrane development and the acquisition of photosynthetic competence thus follow a sharp gradient across the shoot apex. Here, we report on the changes in the cellular transcriptomes that take place along this gradient.

## Results and Discussion

Given the small size of the vegetative Arabidopsis SAM (diameter of 50–60 µm), we analyzed the relatively larger SAM of tomato, measuring 150–200 µm in diameter. The pattern of chlorophyll fluorescence in tomato generally resembles that of Arabidopsis^13^, with no fluorescence apparent in the central area of the SAM below the L1 layer, and a sharp increase of fluorescence when moving from the CZ to the PZ, and then to the LP (Fig. 1b). This visual indicator for chloroplast development guided the selection of the desired regions, termed for simplicity as the regions they overlap with – CZ, PZ and LP (Fig. 1). Notably, the pattern of chlorophyll fluorescence exhibited by the different SAM layers and regions, both in Arabidopsis^13^ and tomato, does not correspond to the known gene expression patterns delineating the SAM zones^14^. While studies using fluorescently-labeled markers have provided valuable information on gene expression patterns in defined regions of the SAM^15,16^, these do not reproduce the chloroplast differentiation path. Thus, following the initial events of chloroplast biogenesis necessitated the use of laser-capture microdissection (LCM). A typical section, before and after LCM, is presented in Fig. 1c,d, respectively. 

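CZ, PZ and LP tissue was sequenced as 9 libraries, 3 from each zone (CZ1 to CZ3, PZ1 to PZ3 and LP1 to LP3). Each library was made from 3 pooled cryosections of 10 µm. The seedlings, of the line M82 SP+, were 12 to 14 days old and grew under 11 h of light and 13 h of darkness, at 22 °C in the paper's methods and 21 to 23 °C in the sample records. LP tissue was taken from the abaxial (lower) side of primordia of 150 to 350 µm. The zones were picked by their chlorophyll fluorescence, so a difference in greening between them was part of the choice. CEL-Seq reads the 3′ ends of barcoded transcripts after linear amplification, and all samples shared a sequencing lane. The authors aligned the 36 bp insert reads with Bowtie2 2.1.0 in local mode to the tomato genome with the chloroplast genome added, counted reads per gene and used DESeq2 1.4.0 for differential expression. The text does not state how the counts were normalized, nor whether reads with the same molecular identifier were counted as 1. The values used here are the authors' normalized counts. In every library 100% of the values above 0 were whole multiples of a single step (tolerance 0.0051), so the reads per gene could be recovered. The CZ libraries held 144665, 64993 and 51659 reads on genes, the PZ libraries 58412, 62913 and 66596, and the LP libraries 97353, 78363 and 40286. A count of 0 allows up to 3 reads, which is a normalized count of 0.865 in CZ1 and 3.28 in LP3; such limits cover counting error only. Libraries of a zone differed by more than the sampling noise of reads, with a chi-square per degree of freedom of 2.84 to 3.91 over the 9 pairs. Zones were compared with limma on log2(normalized count + 1), in a single model of all 9 libraries. A gene was called when its adjusted p was at most 0.05 and its change at least 1.5-fold on that scale, which understates the fold of genes with few reads. The tests between zones, their thresholds and the gene lists were fixed before the data were examined, and choices made later are named as such. The sources used here do not say which seedlings gave which library, so zones may share plants. The p-values would be too small if replicates shared plants. They and the standard errors rest on a spread between libraries that limma took from the trend over genes of like abundance. A gene's own spread had next to no weight, so a gene with a single outlying library can be called. Members of the LHCB1, RBCS, PSBO, FBA2, PSAH, LHCA3 and FD families may share reads of this length, so their separate values are uncertain.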

As the number of cells in the samples was exceedingly small, only minute amounts of RNA could be extracted, necessitating the use of single-cell RNA sequencing methodology (CEL-Seq^17^). 

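Reads fell on 22708 of the 34866 genes in the table of normalized counts. Of these, 4044 genes reached a normalized count of 6 in at least 1 library, and 4042 of them are nuclear and 2 lie on the plastid genome. All 56 genes listed in Table 1 and all 12 genes of Table 2 were among them. A single library held reads of 9958 to 15090 genes, of which 1274 to 1753 were at 6 or above. The 50 genes with the most reads took 10.45% to 14.79% of a library's reads. The number depends on how the minimum is read. With a minimum of 6 for the mean of at least 1 zone it was 1913, and with a minimum of 3 in at least 1 library it was 9017. Cellular localizations were not analysed here.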

Altogether, a total of ~4,000 unique transcripts were identified, with a mostly similar pattern of gene products’ cellular localizations as the total transcriptome (see below). 

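Transcripts of 4022 of the 4044 genes (99.5%) had reads in at least 1 CZ library, those of 4018 (99.4%) in a PZ library and those of 4012 (99.2%) in an LP library. For 3982 genes (98.5%) reads were found in every zone. No read was found for 22 genes in the CZ, for 26 in the PZ and for 32 in the LP, which at this depth does not show that these transcripts were absent. When reads were required in all 3 libraries of a zone, 3339 genes were present in the CZ, 3311 in the PZ and 3354 in the LP. By that measure 2657 genes (65.7%) were present in all zones.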

Notably, almost all of the transcripts identified were present in the three regions analyzed, including in the proplastid-containing region of the SAM (Supplementary Table 1). A list of putative differentially expressed genes (DEGs) was compiled using a threshold ≥ six reads and a cutoff of 1.5-fold expression change. Subsequently, qPCR was performed on 95 genes selected from the list. The final list of 223 DEGs (Supplementary Table 2) included ones that showed a two-tailed FDR ≤0.05, or individual *p*-values ≤ 0.05 for genes whose expression levels were validated by qPCR. 

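The largest positive log2 fold change between LP and CZ in limma was that of Solyc12g094620.1, a gene on chromosome 12 from 64801796 to 64804044. Its normalized count was 7.57 ± 6.32 in CZ, 25.7 ± 4.77 in PZ and 71.2 ± 23.2 in LP (SD, n = 3 each). This log2 fold change was 3.29 (standard error 0.36, adjusted p = 3.33e-16 from limma). Solyc09g097770.2 on chromosome 9 followed with a log2 fold change of 2.91 (standard error 0.45, adjusted p = 9.26e-08). By the ratio of mean counts, Solyc12g094620.1 was 9.41-fold higher, less than Solyc11g017250.1 with 22.2-fold, whose call was lost without LP2 (adjusted p = 0.157, range over the alternatives 0.000666 to 0.751). The most negative log2 fold change in limma was that of Solyc11g071380.1 on chromosome 11, from 24.4 ± 11.0 in CZ to 0.797 ± 0.698 in LP (−3.80, standard error 0.65, adjusted p = 4.29e-06). Solyc08g077360.2 also fell (log2 fold change −3.49, adjusted p = 0.00345), but its CZ counts were 129.82, 3.33 and 2.55, and the call was lost with either filter on mean counts. Without CZ1 no library reached the minimum count. The sources used here give no names for these genes. In all, 66 of 4044 genes were called in at least 1 comparison, and 58 of these (87.9%) differed between LP and CZ, 48 higher and 10 lower in LP. Of the 48 higher genes, 34 are not in Table 1. The 3 LP libraries did not overlap with the 3 CZ libraries in 628 genes (15.5%), where chance gives 10%. The number of calls between LP and CZ was 26 without LP1, 32 without CZ3, 31 by DESeq2, 37 with TMM scaling, 32 with no filter and 24 with a filter on zone means. A per-gene test on the linear values called 0, and limma at an unadjusted p, chosen after seeing the data, called 379.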

The thus compiled list primarily represents genes whose expression level in LP differs from those in CZ (>90%). 

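Among the genes that rose from CZ to PZ, the smallest adjusted p was that of Solyc07g007760.2, with normalized counts of 31.7 ± 21.8 in CZ, 115.6 ± 37.4 in PZ and 179.5 ± 63.9 in LP (SD, n = 3 each). Its log2 fold change between PZ and CZ was 2.02 (standard error 0.25, adjusted p = 6.93e-12 from limma), and no single library was needed for that call, which DESeq2 did not make. The most negative log2 fold change, −3.24 for Solyc08g077360.2 (adjusted p = 0.0329), rests on its count in CZ1, without which no library reached the minimum count, and the call was lost without PZ1 or PZ2 (adjusted p = 0.0844 and 0.175, range over the alternatives 5.89e-06 to 0.896), with a pseudocount of 0.5 and with either filter on mean counts. Solyc11g071380.1 fell to 1.73 ± 1.21 in PZ (log2 fold change −3.20, adjusted p = 0.00107), a call lost without CZ3 (adjusted p = 0.167, range over the alternatives 4.42e-06 to 0.896). The paper's qPCR gives Solyc11g071380.1 a log2 difference of −0.13 between PZ and CZ, and −4.7 between LP and CZ. The largest positive fold changes, 3.17 for Solyc03g111170.2 and 2.49 for Solyc05g054600.2 (adjusted p = 0.0329 each), came from single libraries. The former had 117.19 in PZ1 against 4.44 and 2.07 in the other PZ libraries, and the latter 116.97 in PZ2 against 3.85 and 4.14. The call on Solyc03g111170.2 was lost without CZ1, CZ2 or PZ2 (adjusted p = 0.167, 0.138 and 0.0524, range 1.37e-05 to 0.896), and that on Solyc05g054600.2 without CZ1 or CZ3 (0.142 and 0.215, range 9.03e-05 to 0.896). Both were also lost with a pseudocount of 0.5, with either filter on mean counts and with TMM scaling, and the latter with no filter. Between PZ and CZ 13 genes were called, 9 higher and 4 lower in PZ, and 6 of them were also called between LP and CZ, all in the same direction. Independent lists of these sizes would share 0.107 higher and 0.00989 lower genes. Simulated unchanged groups had 0.05 and 0.09 calls on average and shared 0.01, too few to measure what common CZ libraries add. The CZ libraries could not be divided between the comparisons, so part of the overlap can come from sharing them. Zones did not overlap in 441 genes (10.9%, chance 10%). Regrouping these libraries across zones, done after the results were seen, gave up to 18 calls (CZ1, CZ3 and PZ1 against the others). Every other regrouping gave at most 3. The 13 calls became 3 without PZ2, 6 without CZ3, 7 without CZ1 and 20 without CZ2, and the 6 shared calls became 3 without CZ3 or PZ2, 10 without PZ1 and 15 without CZ2. The number of calls was 29 by edgeR, 2 by DESeq2 or with a filter on zone means, 4 with a filter on the mean of all libraries, 7 with TMM scaling or no filter, and 1 by the per-gene test on the linear values. With TMM scaling 3 of the 7 were higher and 4 lower in PZ.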

From CZ to PZ, 39 genes were differentially expressed, 19 of which differed also between CZ and LP. From PZ to LP, 20 genes were differently expressed, the level of 17 of which also differed between CZ and LP.

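Between PZ and LP, transcripts of both RBCS genes listed in Table 1, for the Rubisco small subunit, rose. For Solyc02g085950.2 the log2 fold change was 1.35 (standard error 0.30, adjusted p = 0.0129 from limma), and for Solyc03g034220.2 it was 1.11 (standard error 0.26, adjusted p = 0.0303). Solyc07g043420.2 rose from 16.5 ± 12.8 in PZ to 55.2 ± 22.5 in LP (SD, n = 3; log2 fold change 1.86, adjusted p = 0.002). Among called genes whose PZ and LP libraries do not overlap, the largest rise was that of Solyc08g074630.1, with 8.46 ± 1.09 in CZ, 1.48 ± 0.79 in PZ and 11.6 ± 3.72 in LP (log2 fold change 2.35, adjusted p = 0.0392). Solyc03g111170.2 was lower in LP (log2 fold change −3.25, adjusted p = 0.0392), which rests on its count in PZ1, without which no library reached the minimum count. In all 6 genes were called, 5 higher and 1 lower in LP. Of these, 4 were also called between LP and CZ, namely both RBCS genes, Solyc07g043420.2 and Solyc07g054070.2. Independent lists would share 0.0593 higher and 0.00247 lower genes. Simulated unchanged groups shared 0 calls but made too few to measure sharing, and the LP libraries are common to both comparisons. The 3 libraries of PZ and LP did not overlap in 461 genes (11.4%), where chance gives 10%. Regrouping these libraries across zones, done after the results were seen, gave up to 6 calls (PZ1, LP1 and LP3 against the others). Every other regrouping gave at most 4. Without PZ1 the 5 higher and 1 lower genes became 3 and 4. Without LP1 limma called 0 genes and shared 0, and DESeq2, both filters on mean counts and the per-gene test on the linear values also called 0, against 25 by edgeR (14 higher and 11 lower, 9 shared) and 284 by limma at an unadjusted p, chosen after seeing the data (147 higher and 137 lower). The call on Solyc07g043420.2 was lost without PZ3 or LP1 (adjusted p = 0.134 and 0.17, range over the alternatives 1.78e-05 to 0.873), that on Solyc08g074630.1 without CZ1, PZ2, PZ3, LP1 or LP3 (0.0567, 0.0938, 0.0692, 0.209 and 0.27, range 0.0151 to 0.753), with no filter and with only PZ and LP in the fit, and that on Solyc03g111170.2 without any LP library (0.124, 0.116 and 0.145, range 5.78e-05 to 0.873), with a pseudocount of 0.5 and with TMM scaling. For RBCS Solyc02g085950.2 this was so without LP1 or LP3 (0.124 and 0.196, range 0.000487 to 0.828), and for RBCS Solyc03g034220.2 without PZ1, PZ2, LP1 or LP3 (0.199, 0.0682, 0.209 and 0.269, range 0.00103 to 0.753).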

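On the 66 called genes, scaled per gene, the first principal component held 59.7% of the variance and the second 12.6%. Along the first, the CZ libraries lay at −8.06, −3.86 and −9.77, the PZ libraries at −1.57, 2.53 and 1.52, and the LP libraries at 6.91, 7.83 and 4.46. The mean distance between libraries was 7.97 within a zone, 11.4 between CZ and PZ, 9.85 between PZ and LP and 15.0 between CZ and LP. For 8 of the 9 libraries the nearest library came from the same zone. Average-linkage clustering into 3 groups joined CZ2 to the PZ libraries and kept LP apart; with a pseudocount of 0.5 or 2 the groups were the zones. Without scaling per gene the groups were the CZ libraries, PZ1 alone, and PZ2 and PZ3 with the LP libraries. Genes called for differing between zones separate the zones by construction. On all 4044 genes tested, the first components held 16.9% and 15.9%, and the nearest library was of the same zone for 3 of 9.

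**Figure D1:**
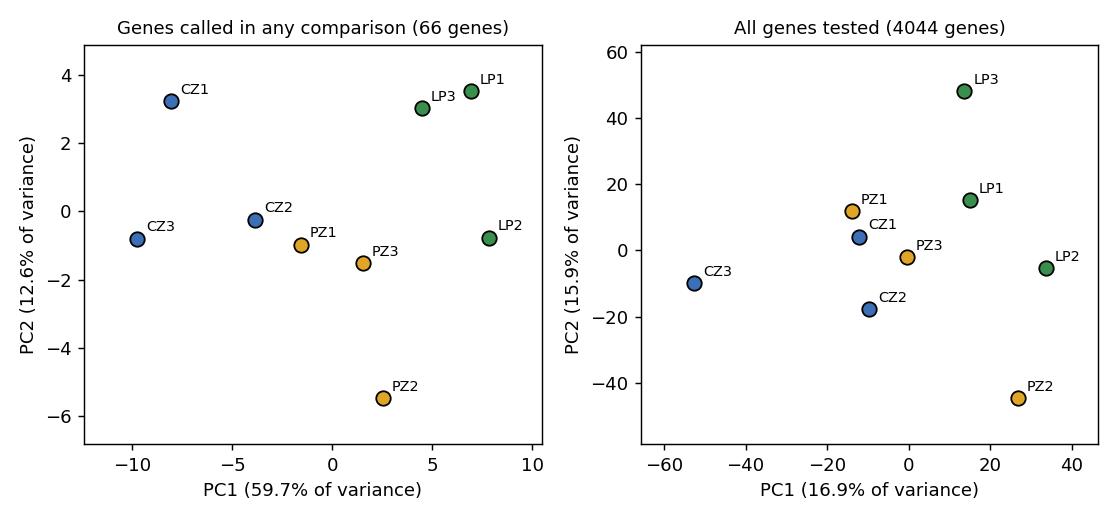
Principal components of the 9 libraries on the 66 called genes (left) and on all 4044 genes tested (right), with the percent of variance on each axis. Each point is a library, colored by zone. On the called genes CZ2 lies nearest to PZ among the CZ libraries.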

Principle component analysis and hierarchical clustering of the DEGs show that the samples taken from the three regions of the shoot apex are well separated from each other (Fig. 2). This is in spite of the PZ being a transition zone between the SAM and leaf organs. 

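K-means clustering of the 66 called genes into 3 groups gave 2 groups whose means increased and 1 whose means decreased along the zones. The largest group, 31 genes (47.0%), increased mainly between CZ and PZ, with mean scaled values of −0.948 in CZ, 0.297 in PZ and 0.651 in LP. The next, 22 genes (33.3%), increased mainly between PZ and LP, with means of −0.756, −0.213 and 0.969. The remaining 13 genes (19.7%) had means of 0.822, −0.138 and −0.684, and included STM, which maintains meristem cells, and the flowering regulator FD. By zone means alone 46 genes increased from CZ through PZ to LP, 10 decreased, 6 were highest in PZ and 4 were lowest there. With 4 clusters the groups held 28, 21, 12 and 5 genes, and the 5 were highest in PZ. The genes were chosen for differing between zones, so these groups describe them and are not a test of the patterns.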

Three distinct expression patterns are observed (Fig. 3), with the majority of the genes being upregulated throughout the developmental path. The second largest group is of genes whose expression is downregulated along the gradient. The third consists of genes whose expression first increases, between CZ and PZ, and then decreases upon the transition from PZ to LP. As shown in the bar graph in Fig. 3a, photosynthesis genes are highly represented within the first group and are barely present in the other two.

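All 14 Table 1 genes among the called genes lay in the rising groups. The group whose mean increased mainly between PZ and LP held 10, namely both RBCS genes, the antenna genes LHCA4, LHCB1.3 and LHCB2.4, the photosystem genes PSAK, PSBP, PSBQ and PSBT, and the acyl carrier protein gene ACP4. Single members can differ from the group mean. PSBQ and LHCB1.3 Solyc03g005760.1 reached 61.3% and 55.4% of their log2 change from CZ to LP already in PZ. The abaxial identity gene YABBY1 was in the same group. The group whose mean increased mainly between CZ and PZ held 4: the ferredoxin gene FED and the photosystem genes PSAE, PSBR and PSBX. FED itself reached 46.5% of its log2 change in PZ. The falling group held no gene of Table 1. With 4 clusters PSBQ moved to the other rising group. Photosynthesis genes beyond Table 1 were not counted, since descriptions were at hand for too few genes.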

**Figure 2:**
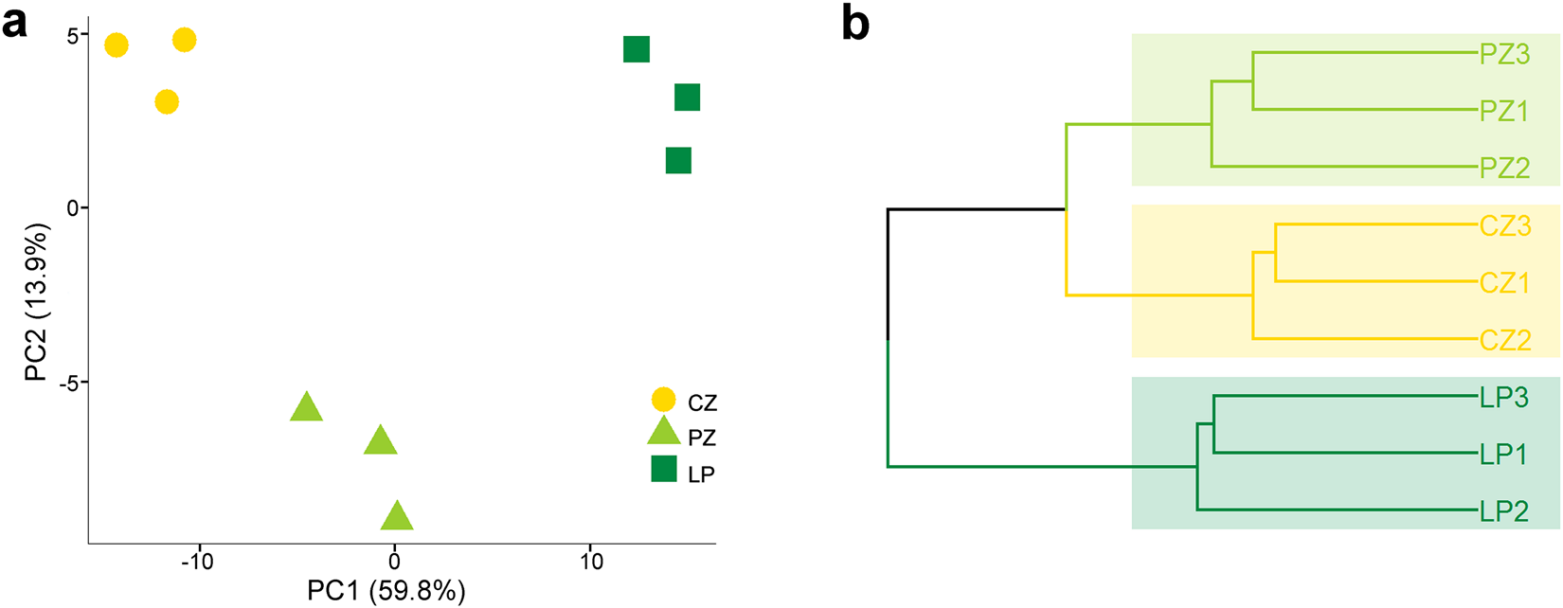
Principal component- and cluster analyses of differentially expressed genes in the shoot apex. (**a**) Principal component analysis (PCA) plot and **(b)** unsupervised hierarchal clustering. CZ, central zone; PZ, peripheral zone; LP, leaf primordia.

**Figure 3:**
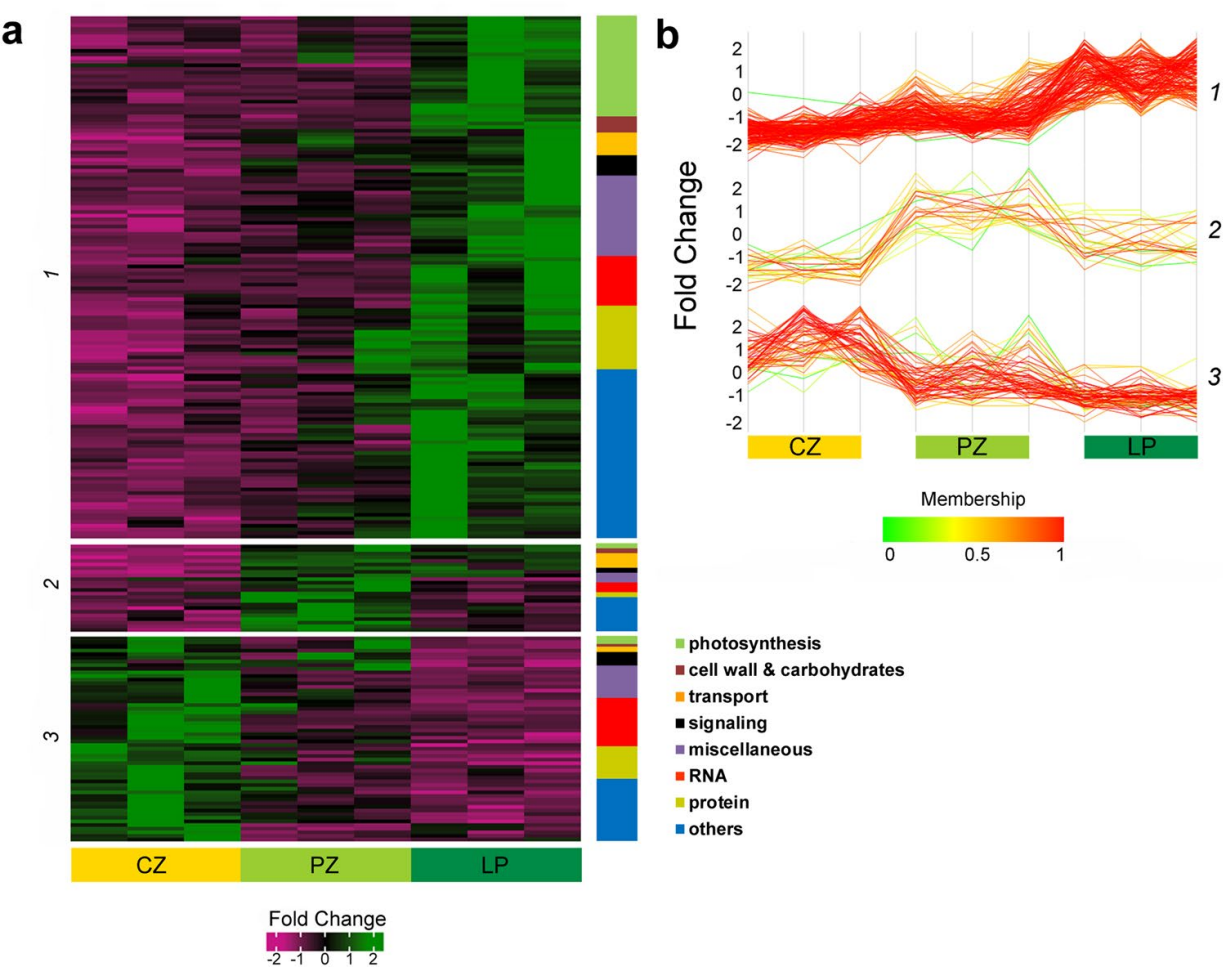
The differentially expressed genes (DEGs) group into three distinct clusters. (**a**) Heat map and the distributions of GO annotations and **(b)** expression profiles of the DEGs belonging to the three clusters. Each gene (**b**) is depicted as a line with the color indicating its similarity to the computed mean profile of the cluster.

The predicted subcellular localizations of the differentially expressed gene products are shown in Fig. 4a (two lower bars). As can be seen, plastids are the most prevalent destination of these products, amounting to 36% of the total. This enrichment, which also pertains to photosynthesis genes, is highly significant (*p* < 0.01, hypergeometric test). This is despite the fact that these transcripts amount to only 7% of the total we identified in the shoot apex (Fig. 4a, second bar from the top). The other major destinations of the DEG products are the nucleus (20%), and the cytosol (15%). The least common cellular compartment of the DEG products is the ER, which constitutes the target of less than 2% of these products. This is albeit being the predicted site for almost 30% of the proteins encoded by the transcripts identified in the shoot apex. The fact that along the CZ-PZ-LP developmental path almost no changes occur in the expression of genes encoding for ER-targeted proteins may have two explanations. First, it may be that the expression of the relevant genes is already high at the central zone and is maintained as such in the peripheral zone and leaf primordia, perhaps reflecting processes initiated earlier during embryogenesis. Alternatively, low expression levels of ER (and Golgi proteins, see Fig. 4a, two lower bars) may be maintained to reduce secretory load, perhaps as a systemic effort to funnel available resources to thylakoid membrane formation and differentiation and other processes associated with plastid ontogeny. As can be expected, a large fraction (about half) of the plastid-targeted proteins encoded by the up-regulated DEGs are related to photosynthesis (Fig. 4b). Other up-regulated DEG products localized to plastids are involved in RNA and protein synthesis and processing, essential for the construction of the photosynthetic apparatus and its auxiliary components.

**Figure 4:**
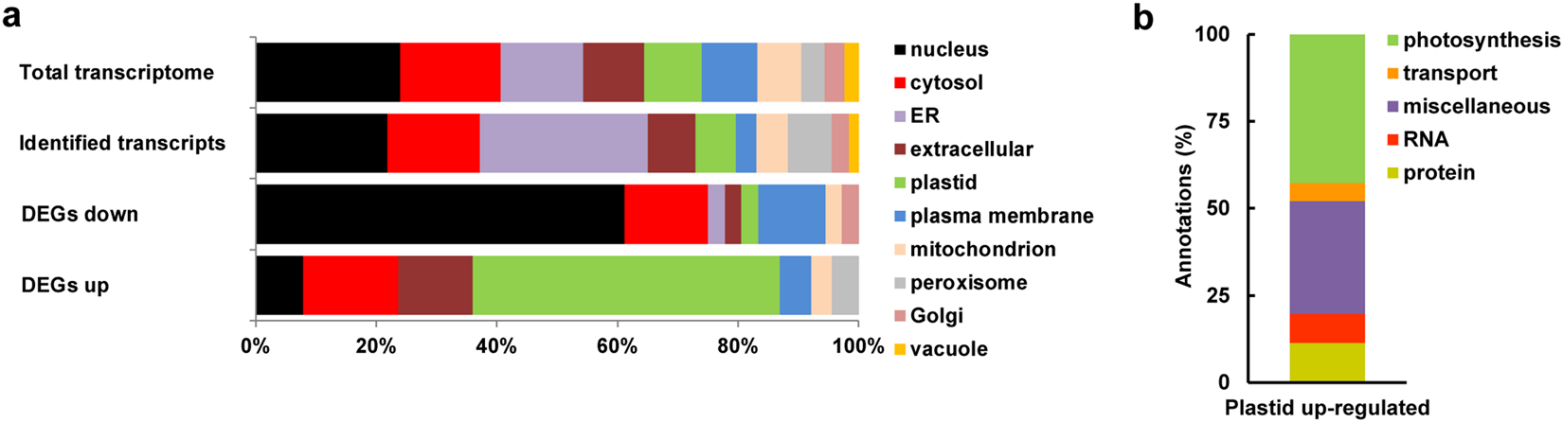
Plastid-bound differentially expressed gene (DEG) products are enriched along the chloroplast developmental gradient. (**a**) Predicted cellular localization (according to SUBA4)^39^ of proteins encoded by genes of the total transcriptome (first bar), identified transcripts (second bar), and down- (third bar) and up-regulated (fourth bar) DEGs. **(b)** Functions of the up-regulated DEGs predicted to be localized to plastids.

Examination of the DEGs operating along the chloroplast developmental path reveals that the relative proportions of the different functional groups to which they belong generally resemble those of the tomato genome and the expressed genes identified (Fig. 5a). The only notable exception are genes encoding photosynthesis-related proteins, which amount to 17% of the DEGs, as opposed to only 2–3% in the genome and the expressed genes. This highlights the allocation of a significant fraction of the cellular resources toward the build-up the photosynthetic machinery.

**Figure 5:**
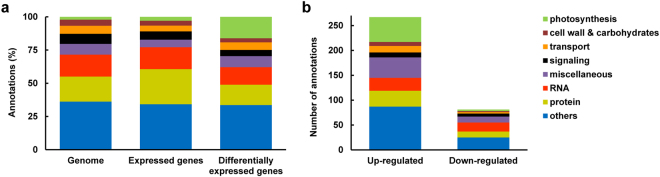
Plastid differentiation in the shoot apex is accompanied by marked increase in the expression of photosynthesis-related genes. (**a**) Distribution of annotations of whole genome (left bar), expressed genes (middle bar), and differentially expressed genes (DEGs, right bar). (**b**) Number of up- and down-regulated DEGs and their functional assignments.

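The 56 genes listed in Table 1 took 1.03 ± 0.413% of the reads in CZ, 1.42 ± 0.295% in PZ and 2.71 ± 0.455% in LP (SD, n = 3 each). Every LP library had a higher share than every CZ and PZ library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 libraries allow). PZ and CZ were not separated (exact permutation p = 0.3), and CZ2, at 1.48%, lay above the other CZ libraries at 0.661% and 0.947%. Transcripts of 14 genes rose between CZ and LP and 0 fell by limma. At an unadjusted p, chosen after seeing the data, 50 were higher and 0 lower, and edgeR called 7 higher and DESeq2 9, both with 0 lower. The remaining 42 genes did not pass the test. The log2 fold change was above 0 for 55 genes, with a median of 1.48 and a range of −0.52 to 2.26. When adjusted over the list alone 50 were higher, but the study chose the list on these samples, so the list is not independent evidence of its direction. LP and CZ libraries did not overlap for 47 genes, where chance gives 10%. Against all other genes the list was higher in LP by camera (adjusted p = 1.29e-42 with a preset correlation of 0.01, adjusted p = 0.0318 with an estimated correlation, over 21 set tests). With a replicate block the latter was lost (adjusted p = 0.0667). The number of genes called was 4 without CZ1, 7 without LP1, and 9 without CZ3 or LP3, and it was 7 with TMM scaling, with no filter or with a filter on zone means. The per-gene test on the linear values called 0.

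**Figure D2:**
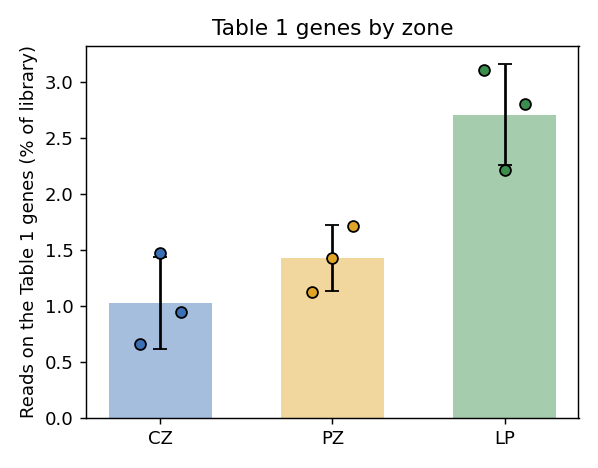
Percent of reads on the 56 genes listed in Table 1, by zone. Bars are means of 3 libraries, error bars are SD and points are libraries. The LP libraries lie above all CZ and PZ libraries, and CZ2 lies within the range of PZ.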

Overall, the transcripts of 54 nuclear genes encoding chloroplast-targeted proteins were upregulated during the transition (Table 1). These include transcripts encoding for proteins of the chloroplast 30S and 50S ribosomal subunits, constituents of photosystems I and II (PSI and PSII) and their peripheral antenna complements, ATP synthase and NADH dehydrogenase, and ferredoxin and its cognate oxidoreductase. 

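Of the 16 PSII genes 7 rose, and the remaining 9 did not pass the test. Without CZ1 only PSBT among the 7 kept its call, and edgeR called 4 PSII genes and DESeq2 5. PSBT, a small PSII subunit encoded on chromosome 12 from 66709872 to 66710413, had normalized counts of 7.31 ± 1.79 in CZ, 12.8 ± 4.79 in PZ and 37.9 ± 14.8 in LP (SD, n = 3 each). Its log2 fold change between LP and CZ was 2.18 (standard error 0.41, adjusted p = 5.53e-05 from limma), and no single library was needed for the call. PSBR, another PSII subunit, on chromosome 7 from 67785818 to 67787719, went from 62.9 ± 26.1 in CZ to 92.3 ± 21.4 in PZ and 128.7 ± 5.34 in LP (log2 fold change 1.12, adjusted p = 0.00145). Of the 11 PSI genes 3 rose, among them PSAK (17.2 ± 7.99 in CZ, 48.4 ± 3.67 in LP, log2 fold change 1.53, adjusted p = 0.00217). The 3 were LHCA4, PSAE and PSAK, and each call was lost without CZ1. Both edgeR and DESeq2 called 2 PSI genes. The ferredoxin gene FED, whose product carries electrons from PSI, rose from 12.9 ± 9.06 to 36.5 ± 4.28 (log2 fold change 1.61, adjusted p = 0.00339). Its oxidoreductase FNR2 had a log2 fold change of 1.45 (adjusted p = 0.384), the ATP synthase gene ATPD 1.23 (0.402) and the gene CRR7, for assembly of the NDH complex, 1.90 (0.429). All 6 genes of chloroplast ribosomal proteins had higher means in LP, with a median log2 fold change of 1.77, but limma, edgeR and DESeq2 each called 0 of them. At an unadjusted p 6 passed. RPL6, with 2.67 ± 1.63 in CZ and 11.6 ± 1.19 in LP, came nearest (adjusted p = 0.0606). It passed with a replicate block, with only LP and CZ in the fit and without CZ2 (adjusted p = 0.0327, 0.0423 and 0.0422, range over the alternatives 0.0327 to 0.5). Adjusted over the list alone, 16 PSII, 9 PSI and 6 ribosomal genes were higher. With an estimated correlation camera gave adjusted p = 0.0318 for each of these groups, and adjusted p = 0.0667 with a replicate block. The study chose the genes of these groups on these samples, so the values for the groups are not independent evidence. The call on PSBR was lost without CZ1 (adjusted p = 0.196, range over the alternatives 2.67e-05 to 0.593), that on PSAK without CZ1 (0.0775, range 0.000205 to 0.497) and that on FED without CZ3 (0.113, range 0.000159 to 0.603), with a filter on zone means, by edgeR and by DESeq2.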

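Among the 10 genes of carbon metabolism, the RBCS genes for the small subunit of Rubisco rose and the other 8 did not pass the test. RBCS Solyc03g034220.2, on chromosome 3 from 5922139 to 5925072, had normalized counts of 48.9 ± 23.7 in CZ, 59.8 ± 13.4 in PZ and 129.9 ± 23.9 in LP (SD, n = 3 each), a log2 fold change between LP and CZ of 1.49 (standard error 0.26, adjusted p = 7.48e-06 from limma). No single library was needed for this call. RBCS Solyc02g085950.2, on chromosome 2 from 48715436 to 48716662, had 40.3 ± 34.4 in CZ and 84.8 ± 22.2 in LP (log2 fold change 1.36, adjusted p = 0.00145). Its count of 79.36 in CZ2 lay above that of an LP library, and the call was lost without CZ1 or LP3 (adjusted p = 0.271 and 0.0548, range over the alternatives 1.92e-06 to 0.781), with a filter on zone means, by edgeR and by DESeq2. GAPA1 had means of 5.02 in CZ and 15.4 in LP (log2 fold change 1.45, adjusted p = 0.181) and RCA, the Rubisco activase, 5.87 and 15.9 (1.47, adjusted p = 0.138). The log2 fold changes of GAPB, FBPASE and PRK were 1.44, 1.59 and 1.16 (adjusted p = 0.597, 0.384 and 0.492), and those of the FBA2 aldolases 1.62 and 1.47 (adjusted p = 0.451 and 0.143). Adjusted over the list alone, 9 of the 10 were higher. The estimated correlation left camera at adjusted p = 0.0318 for the group, and at adjusted p = 0.0667 with a replicate block. As part of the list chosen on these samples, the group gives no independent evidence of its direction.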

Others were transcripts encoding enzymes of the Calvin-Benson cycle, including the small subunit of ribulose-1,5-bisphosphate carboxylase/oxygenase (Rubisco), glyceraldehyde 3-phosphate dehydrogenase, fructose-bisphosphate aldolases, fructose-1,6-bisphophatase, phosphoribulokinase, and Rubisco activase. Notably, almost all of the above transcripts were already present in the CZ, indicative of an early acquisition of photosynthetic capacity. This is in contrast to maize, where very few photosynthesis-related genes were found to be expressed in the SAM and early-stage leaf primordia^18^. 

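Reads of all 56 genes listed in Table 1 were found in the CZ, and 51 genes had reads in all 3 CZ libraries. A minimum of 3 reads in each CZ library was met by 33 genes, and all 56 had at least 3 reads over the CZ libraries together. The total per gene ranged from 3 to 323 reads, with a median of 23.0. By group, reads in all CZ libraries were found for 5 of 6 ribosomal, 15 of 16 PSII, 10 of 11 PSI, 10 of 10 carbon metabolism, 9 of 10 miscellaneous and 2 of 3 unknown genes. The antenna gene LHCB1.3 Solyc03g005760.1 had a normalized count of 39.5 ± 14.0 in CZ (SD, n = 3), while RPL9 had a mean of 0.607. Captured cells of PZ or LP type in CZ2 were neither shown nor excluded, so part of its reads could come from them.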

The expression of constituents of the machineries that drive the light-dependent and -independent reactions of photosynthesis was accompanied by the establishment of photoprotective and reactive oxygen species (ROS) detoxification capabilities, along with other oxidative stress resistance mechanisms (Table 1). Such capabilities are especially essential during biogenesis of the photosynthetic apparatus, when chlorophyll and other pigments are synthesized. 

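Of the 10 miscellaneous genes of Table 1, 2 rose and the other 8 did not pass the test. ACP4, an acyl carrier protein of fatty acid synthesis, rose from a normalized count of 7.22 ± 5.54 in CZ to 25.3 ± 4.92 in LP (SD, n = 3; log2 fold change 1.89, standard error 0.45, adjusted p = 0.00364 from limma). PSBS, which is needed for the dissipation of excess light energy, had 3.99 ± 2.51 in CZ, 5.32 in PZ and 9.10 ± 4.01 in LP (log2 fold change 1.06, adjusted p = 0.565). The thioredoxin-like gene CDSP32 had 0.727 in CZ, 0.23 in PZ and 5.12 ± 1.47 in LP (1.88 between LP and CZ, adjusted p = 0.441), and the chlorophyll b reductase gene NOL 1.33 in CZ and 6.46 in LP (1.66, adjusted p = 0.404). The peroxiredoxin gene PRXIIE had 6.14 ± 5.78 in CZ, 0.707 in PZ and 3.35 ± 2.35 in LP (−0.52, adjusted p = 0.919). Adjusted over the list alone 8 of the 10 were higher. Camera gave adjusted p = 0.0321 with an estimated correlation and adjusted p = 0.0667 with a replicate block. This group too was chosen on these samples, so these values are not independent evidence. The call on ACP4 was lost without CZ3 or LP1 (adjusted p = 0.223 and 0.0719, range over the alternatives 0.000303 to 0.593), with no filter and by edgeR.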

During this time, light absorption by these pigments can lead to rapid generation of ROS and thus to damage. Non-chloroplastic upregulated DEGs mostly belonged to several major functional groups. These included genes encoding for proteins involved in biotic and abiotic stresses, including oxidative stress, cell wall and carbohydrate metabolism, protein catabolism, and water homeostasis (Supplementary Table 2). The number of downregulated DEGs identified was significantly lower and generally not enriched in particular functional groups, with the exception of several transcription factors (TFs), as described below.

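Transcripts of 10 genes fell between CZ and LP, against the 48 that rose, and the K-means group of falling genes held the transcription factor genes STM and FD Solyc02g083520.2. Of all 66 called genes 53 were in rising and 13 in falling groups. With TMM scaling 27 genes rose and 10 fell. TMM moved the median log2 change of all genes from 0.02 to −0.08 between LP and CZ. Functional groups of the falling genes were not tested, since descriptions were at hand for too few genes.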

**Table 1:** Expression of genes encoding chloroplast-targeted proteins^†^.

Index	Gene	Protein	Function	Log_2_ Fold change
**Ribosomal proteins**				
5	01g057830	RPS1	30S ribosomal protein, RNA binding	2.85
103	05g009570	PSRP-3	30S ribosomal protein	2.46
189	10g081100		50S ribosomal protein	2.73
202	11g066410	RPL9	50S structural ribosomal protein	4.38
203	11g068820	RPL27	50S structural ribosomal protein	3.57
223	12g100160	RPL6	50S ribosomal protein, RNA binding	2.79
**PSII**				
21	01g105030	LHCB6	chlorophyll a/b binding	2.26
29	02g065400	PSBO2	oxygen evolution	2.03
36	02g070940	LHCB1.4	chlorophyll a/b binding	2.86
44	02g079950	PSBQ	oxygen evolution	2.06
57	02g090030	PSBO	oxygen evolution	1.93
61	03g005760	LHCB1.3	chlorophyll a/b binding	1.15
62	03g005770	LHCB1.3	chlorophyll a/b binding	2.27
105	05g025600	PSBX	reaction center protein	2.61
118	06g063370	LHCB5	chlorophyll a/b binding	1.26
141	07g044860	PSBP	oxygen evolution	2.23
142	07g047850	LHCB2.4	chlorophyll a/b binding	2.06
152	07g063600	LHCB3	chlorophyll a/b binding	2.46
154	07g066310	PSBR	oxygen evolution	1.82
168	09g014520	LHCB4.2	chlorophyll a/b binding	1.41
188	10g077120	PSBY	core complex protein	2.63
221	12g099650	PSBT	unknown	2.90
**PSI**				
33	02g069450	PSAF	PC-docking	3.39
72	03g115900	LHCA4	chlorophyll a/b binding	2.46
76	03g120640	PSAH	LHC-docking	2.11
127	06g074200	PSAO	balancing excitation energy	1.81
155	08g006930	PSAK	peripheral LHC organization	1.80
156	08g013670	PSAN	PC-docking	1.36
170	09g063130	PSAE	Fd-docking	1.28
179	10g006230	LHCA2	chlorophyll a/b binding	2.13
181	10g007690	LHCA3	chlorophyll a/b binding	2.36
210	12g011280	LHCA3	chlorophyll a/b binding	3.69
213	12g044280	PSAH	LHC-docking	2.36
**Carbon metabolism**				
24	01g110360	FBA2	fructose-bisphosphate aldolase	3.57
50	02g084440	FBA2	fructose-bisphosphate aldolase	3.06
51	02g085950	RBCS	CO_2_ fixation	1.89
66	03g034220	RBCS	CO_2_ fixation	2.01
83	04g009030	GAPA1	glyceraldehyde-3-p dehydrogenase	2.13
97	04g082630	GAPB	glyceraldehyde-3-p dehydrogenase	3.67
109	05g052600	FBPASE	fructose-1,6-bisphophatase	2.50
160	08g076220	PRK	phosphoribulokinase	2.08
193	10g086580	RCA	rubisco activase	2.48
196	11g007990		malate dehydrogenase	2.83
**Miscellaneous**				
**8**	01g080280	GS2	glutamine synthase	3.12
**31**	02g066920	CRR7	NDH assembly	3.03
49	02g083810	FNR2	ferredoxin-NADP^+^ reductase	1.39
74	03g118410	ACP4	acyl carrier, lipid synthesis	1.80
96	04g081970	CDSP32	thioredoxin, redox regulation	4.36
106	05g032660	NOL	chl b reductase	2.48
117	06g060340	PSBS	non-photochemical quenching	1.74
183	10g044520	FED	ferredoxin, electron transfer	0.91
191	10g083650	PRXIIE	peroxiredoxin, ROS detoxification	1.93
216	12g056830	ATPD	ATP synthesis	3.05
**Unknown**				
26	02g049070			2.09
122	06g068670			2.14
131	06g076790			2.11

^**†**^Fold changes (*p* < 0.05) indicated in the table are between the leaf primordia and the central zone of the shoot apical meristem.

Table 2 lists TFs and development-related proteins whose expression was up- or down-regulated along the chloroplast developmental pathway. 

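Of the 12 genes of Table 2, YABBY1 rose between CZ and LP, STM and the FD gene Solyc02g083520.2 fell, and 9 did not pass the test. Adjusted over the list alone 11 passed, and LP and CZ libraries did not overlap for 10, where chance gives 10%. The study chose this list on these samples too, so it is not independent evidence. Neither PZ against CZ nor LP against PZ gave a call by limma, edgeR or DESeq2 (0 each). At an unadjusted p, chosen after seeing the data, 1 gene was higher and 2 lower in PZ than CZ, and 3 were higher and 2 lower in LP than PZ. AP2, a regulator of flower and seed development, had means of 7.73 in CZ, 2.47 in PZ and 1.56 in LP (log2 fold change −1.78, standard error 0.68, adjusted p = 0.254). Between LP and CZ the number of calls was 1 without LP1, with no filter, by edgeR or by DESeq2. A filter on zone means and the per-gene test on the linear values left 0, against 11 by limma at an unadjusted p.

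**Figure D3:**
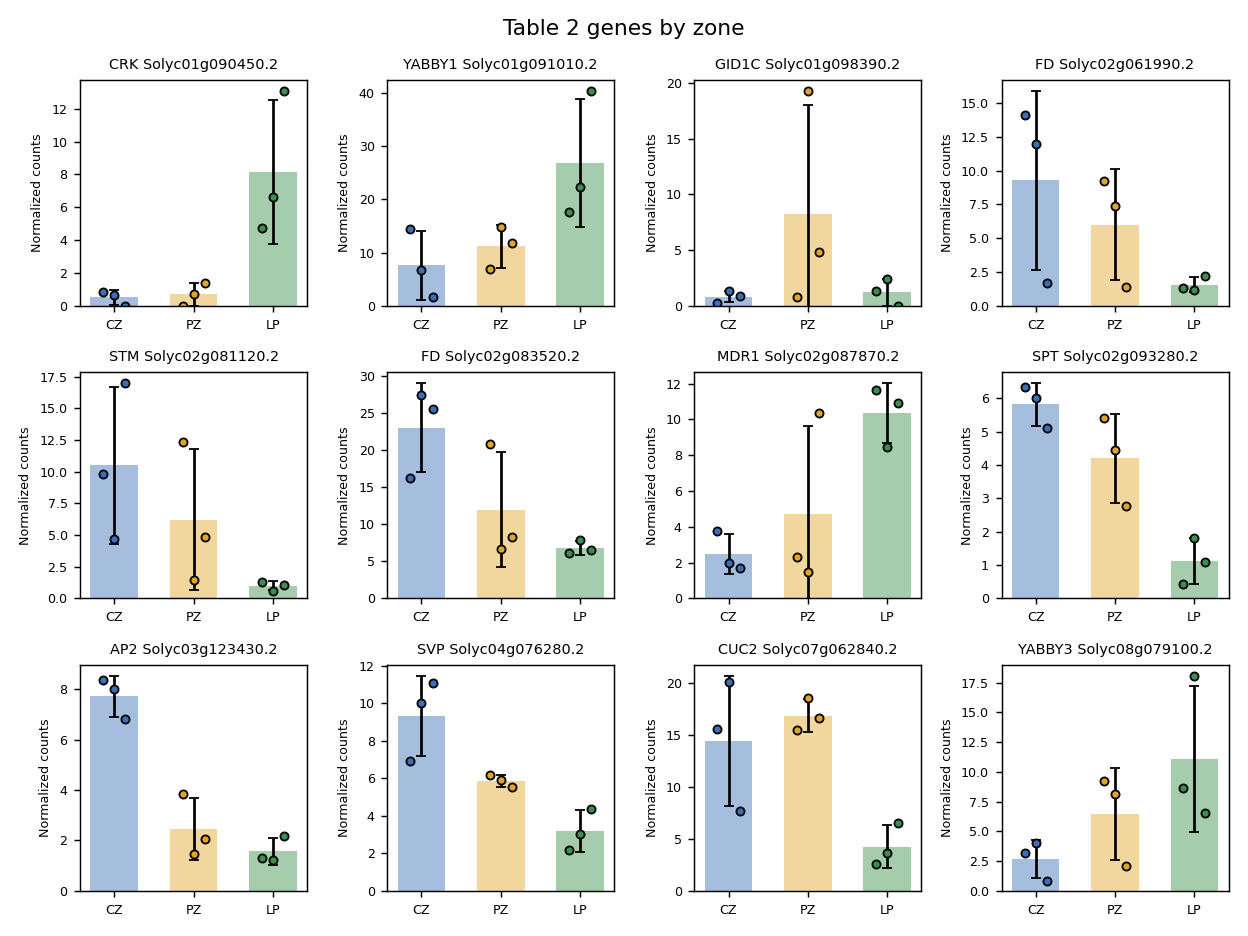
Normalized counts of the 12 genes of Table 2 by zone. Bars are means of 3 libraries, error bars are SD and points are libraries. YABBY1 is highest in LP, STM is lowest there, and the PZ mean of GID1C is carried by PZ2.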

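YABBY1, on chromosome 1 from 84714369 to 84718183, had normalized counts of 7.60 ± 6.41 in CZ, 11.2 ± 3.97 in PZ and 26.8 ± 12.0 in LP (SD, n = 3 each). Its log2 fold change between LP and CZ was 1.94 (standard error 0.45, adjusted p = 0.00248 from limma). The call was lost without CZ3 or LP3 (adjusted p = 0.335 and 0.114, range over the alternatives 0.000303 to 0.721), with a filter on zone means, by edgeR and by DESeq2. The other YABBY gene of Table 2, YABBY3 Solyc08g079100.2, had 2.67 ± 1.63, 6.49 and 11.1 ± 6.15, a log2 fold change of 1.72 that did not pass the test (adjusted p = 0.129). LP was sampled on the abaxial side, where YABBY genes are known to be expressed.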

Amongst the former are two *YABBY* genes, *YABBY*1 and *YABBY*2, encoding key TFs involved in abaxial cell fate determination^19^. 

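STM on chromosome 2, from 45189213 to 45196303, had normalized counts of 10.5 ± 6.20 in CZ, 6.22 ± 5.56 in PZ and 0.997 ± 0.359 in LP (SD, n = 3 each). The log2 fold change between LP and CZ was −2.39 (standard error 0.64, adjusted p = 0.0184 from limma). The PZ mean lay between the others and was not called against either. Leaving out CZ1, CZ3, LP1 or LP2 ended the call on STM (adjusted p = 0.137, 0.432, 0.0532 and 0.076, range over the alternatives 0.0099 to 0.697), as did a filter on zone means or no filter.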

An opposite behavior is observed for *STM*, a key TF required for SAM formation, which is down-regulated in leaf primordia^20^. 

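CUC2 Solyc07g062840.2 had normalized counts of 14.4 ± 6.26 in CZ, 16.8 ± 1.56 in PZ and 4.25 ± 2.06 in LP (SD, n = 3 each). Its log2 fold change was −1.53 between LP and CZ (standard error 0.47, adjusted p = 0.0745 from limma) and 0.30 between PZ and CZ, and neither passed the test. The former passed with a replicate block, without CZ3 and without LP3 (adjusted p = 0.0322, 0.04 and 0.0313, range over the alternatives 0.0313 to 0.697).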

*CUC2*, a TF that determines the border of the CZ^21^ is also down-regulated outside this region. These trends faithfully capture known expression patterns of key SAM transcriptional regulators along the shoot apex. The expression of other TFs and developmental regulators displayed changes that are also consistent with processes known to occur in the SAM. 

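CRK Solyc01g090450.2 was near the limit of detection outside LP, with normalized counts of 0.513 ± 0.456 in CZ, 0.707 in PZ and 8.17 ± 4.38 in LP (SD, n = 3 each). The log2 fold change between LP and CZ was 2.54 (standard error 0.81), the largest positive one among Table 2 genes, but it did not pass the test (adjusted p = 0.0949 from limma). It passed when LP and CZ were fitted without PZ (adjusted p = 0.0477, range over the alternatives 0.0477 to 0.667).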

*CRK*, a gene encoding an adapter protein involved, amongst other things, in the establishment of cell polarity^22^, was up-regulated along the developmental gradient (Table 2). The expression of the auxin-efflux transporter MDR1, also essential for cell polarity^23^, likewise increased along the gradient. 

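MDR1 Solyc02g087870.2 had normalized counts of 2.48 ± 1.11 in CZ, 4.71 ± 4.89 in PZ and 10.3 ± 1.68 in LP (SD, n = 3 each). Each LP library was above each CZ library, but the log2 fold change of 1.74 (standard error 0.61) did not pass the test over all genes (adjusted p = 0.16 from limma).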

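FD Solyc02g083520.2, on chromosome 2 from 46887881 to 46889005, had normalized counts of 23.0 ± 6.01 in CZ, 11.9 ± 7.75 in PZ and 6.82 ± 0.929 in LP (SD, n = 3 each). The log2 fold change between LP and CZ was −1.59 (standard error 0.45, adjusted p = 0.0293 from limma). The call was lost without CZ2, CZ3, LP1 or LP3 (adjusted p = 0.181, 0.242, 0.135 and 0.0786, range over the alternatives 0.00956 to 0.593), with either filter on mean counts, with no filter, by edgeR and by DESeq2. The other FD gene, Solyc02g061990.2, went from 9.28 ± 6.65 to 1.56 ± 0.536 (log2 fold change −1.68, adjusted p = 0.241). SPT had 5.82 ± 0.645 in CZ, 4.2 in PZ and 1.11 ± 0.690 in LP (−1.74, adjusted p = 0.293), and SVP had 9.33 ± 2.15, 5.87 and 3.18 ± 1.11 (−1.31, adjusted p = 0.384). All had reads in CZ, and none of these passed the test between PZ and CZ (0 by limma, edgeR or DESeq2).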

Transcripts of *FD*, *SPT* and *SVP*, all encoding TFs involved in flowering^24^, were identified in the CZ, and down-regulated outside of it, in accordance with the vegetative state of the SAMs we analyzed. Also down-regulated was the gibberellic acid receptor GID1. This gene was the only one whose expression changed exclusively between the peripheral and central zones of the SAM, consistent with the high rate of cell division in this region. 

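GID1C Solyc01g098390.2, the gibberellin receptor gene of Table 2, had normalized counts of 0.823 ± 0.521 in CZ, 8.28 ± 9.71 in PZ and 1.24 ± 1.21 in LP (SD, n = 3 each). The PZ mean rests on PZ2, with 19.25. The log2 fold change was 1.74 between PZ and CZ (adjusted p = 0.732 from limma) and 0.17 between LP and CZ (adjusted p = 0.981), and neither passed the test.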

Overall, the expression patterns observed for the aforementioned TFs and regulators matches those expected for ontogenetic processes related to leaf growth and differentiation during the vegetative phase.

**Table 2:** Expression of transcription factors and development-related genes operating in the shoot apex^†^.

Index	Gene	Protein	Function	Log_2_ Fold change
11	01g090450	CRK	actin polymerization	4.28
12	01g091010	YABBY1	abaxial cell fate determination (TF)	1.94
14	01g098390	GID1C	GA receptor	−3.15
27	02g061990	FD	transition to flowering (TF)	−3.10
46	02g081120	STM	SAM formation (TF)	−4.24
48	02g083520	FD	transition to flowering (TF)	−1.76
54	02g087870	MDR1	ABC transporter, auxin efflux	3.50
59	02g093280	SPT	floral organogenesis (TF)	−4.97
78	03g123430	AP2	ethylene response (TF)	−2.31
93	04g076280	SVP	flowering (TF)	−1.86
151	07g062840	CUC2	SAM formation (TF)	−4.64
162	08g079100	YABBY3	abaxial cell fate determination (TF)	2.73

^**†**^Fold changes (*p* < 0.05) indicated in the table are between the leaf primordia and the central zone of the shoot apical meristem (SAM), aside from index no. 14, which is between the peripheral and the central zones. TF, transcription factor.

Leaves of monocotyledon plants have been widely used as a model for chloroplast development due to their relatively simple architecture and the presence of a linear developmental gradient from the base of the leaf, where proplastids are found, to its tip, possessing the most mature chloroplasts^25–28^. We thus sought to compare our SAM transcriptomic data to those reported for maize leaves^27^. In the latter study, it was found that genes that were upregulated along the developmental gradient were mostly related to protein translation, tetrapyrrole and carotenoid biosynthesis, plastid targeting, photosynthesis, Calvin cycle, redox regulation, very similar to the upregulated DEGs identified in our study (Fig. 6). Of these, the products of 38 genes were chloroplast-targeted. Down-regulated genes observed in both species were related to chromatin structure, DNA replication, cell cycle, signaling and cell wall biosynthesis. Over 30 DEGs that were down-regulated in maize were up-regulated along the developmental path in tomato (Fig. 6). Inspection of these genes does not offer any obvious explanation for the opposite behavior, which might result from differences in species and/or in carbon fixation. This may also hold for other differences observed between the two plants.

**Figure 6:**
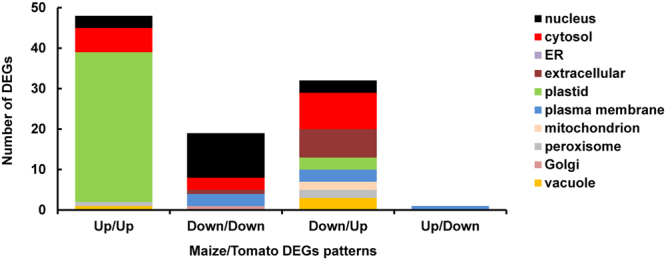
Chloroplast development in tomato is distinct from that in monocots (maize). Cellular localization of up- and down-regulated DEGs across the chloroplast developmental gradients in tomato and maize^11^. Of the 223 DEGs we identified in the tomato shoot apex, about 70 showed a similar behavior in maize leaves (see Supplementary Table 2), the majority of which were up-regulated and encode for plastidial proteins.

The transcriptome analysis performed here revealed that expression of nuclear genes encoding chloroplast-targeted proteins occurs already in proplastid-containing stem cells of the SAM’s CZ, and increases in cells of the PZ and the LP. In this respect, the transition from cell proliferation to cell expansion, highlighted in a previous study^28^ as a key stage in which photosynthetic genes are strongly up-regulated, represents only the continuation of a gene expression gradient that is already established in the SAM. 

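Between PZ and CZ the log2 fold change in limma was above 0 for 49 of the 56 genes listed in Table 1, with a median of 0.59, but 0 were called by limma, edgeR or DESeq2. At an unadjusted p, chosen after seeing the data, 9 were higher and 1 lower. Camera with a preset correlation of 0.01 gave adjusted p = 9.53e-07 for the list, and adjusted p = 0.18 with an estimated correlation. Between PZ and LP 54 genes had higher means in LP, with a median of 0.95, and both RBCS genes were called. Adjusted over the list alone 0 genes changed between CZ and PZ and 11 between PZ and LP. With an estimated correlation the list had adjusted p = 0.0318 between PZ and LP (adjusted p = 0.0667 with a replicate block). By group, ribosomal proteins and carbon metabolism also had adjusted p = 0.0318 and miscellaneous genes adjusted p = 0.0438 (adjusted p = 0.0667 each with the block), while PSII and PSI had adjusted p = 0.0793 each and unknown genes adjusted p = 0.248. The study chose the list for differing between LP and CZ in these libraries. That choice alone tends to place PZ between them, so these values are not independent evidence of a gradient.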

The increasing expression of chloroplast and photosynthesis-related genes, which correlates with thylakoid proliferation and chloroplast development, starts in the SAM and continues all the way through to leaf maturation, and thus, is not limited to specific stages in shoot morphogenesis. This trend is evident not only for chloroplast-related genes, but also for at least one TF controlling their expression, WRKY40^29,30^, which by itself is also found to be up-regulated in our dataset.

The parallels between leaf morphogenesis and chloroplast development, beginning already in the SAM, raise the possibility that the two processes are intimately connected. This is also suggested by the similar expression patterns of chloroplast-related genes and genes related to leaf development (Tables 1 and 2). However, tomato *leafless* (*lfs*) mutants possess a naked shoot apex that is green^31^. Furthermore, some albino mutants that have only proplastids, nonetheless develop normal-looking leaves^32,33^. It therefore seems that the two processes are independent of each other.

Finally, our data show that there is no sequential order of expression of chloroplast-targeted gene products along the chloroplast developmental pathway. 

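The change of each Table 1 gene from CZ to LP was divided into the part reached in PZ and the rest. The median share reached in PZ was 41.0% over all genes (quartiles 25.6% and 52.8%). By group it was 42.4% for ribosomal proteins, 49.1% for PSII, 47.3% for PSI, 19.1% for carbon metabolism, 39.7% for miscellaneous and 42.8% for unknown genes. These medians did not differ by more than chance when genes were permuted between groups (permutation test, p = 0.315, 100000 resamples). Genes are not independent replicates, and a p above the threshold does not show that the groups rose together. From the joint presence in Table 1 of genes for ribosomal proteins, photosynthesis, carbon fixation and photoprotection, the paper proposes that genes for chloroplast proteins are expressed all together, from the CZ onward and increasingly toward the leaf primordia.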

As shown in Table 1, genes encoding chloroplast ribosomal proteins, photosynthesis proteins, enzymes related to carbon fixation as well as proteins involved in photoprotection and ROS detoxification are all concurrently expressed. Expression of genes encoding chloroplast proteins thus appears to proceed en masse, beginning already in the CZ of the SAM and progressively increasing towards the flanking primordial leaves. It is quite remarkable that apart from the extensive up-regulation of genes related to chloroplast functions, there appear to be no major changes in the expression of genes related to other organelles and cellular compartments. This is albeit the fact that the developmental gradient encompasses cells belonging to different clones, regions and organs. Future work should aim at increased coverage and spatial resolution using single-cell approaches^34,35^, that potentially can unravel more subtle expression patterns.

## Methods

### Plant material

Tomato (M82 SP^+^) seedlings were grown aseptically in magenta boxes containing half-strength Nitsch medium, under 11 h light/13 h darkness, at 200 μmol photons·m^−2^·s^−1^ and 22 °C. 12–14 day-old seedlings, possessing 5–6 true leaves, were utilized for the experiments.

### Confocal microscopy

A solution of phosphate-buffered saline (PBS) containing 34.7% albumin was poured into 10 × 10 × 5 mm cryo-molds (Sakura Finetek). Albumin cross-linking was achieved by mixing glutaraldehyde (GA, final concentration 1.75%) into the solution, resulting in a hardened block within less than a minute. A ~2-mm-long top part of the seedling containing the shoot apex was placed on top of the block followed by another, identical, round of buffer and GA mix to embed the seedling into the block (the high GA/albumin ratio, utilized to achieve rapid cross-linking of albumin, excludes effective diffusion of GA into the seedlings). The embedded seedlings were then cut to 70-µm-thick slices, using an oscillating tissue slicer (OTS-4000, EMS, USA). All steps were carried out at 4 °C. Imaging was carried out as described^13^.

### Laser capture microdissection (LCM) of SAM microdomains

The top part of the seedling containing the shoot apex was embedded into TissueTek^@^ OCT (Sakura Finetek) medium inside of 10 × 10 × 5 cm cryo-molds. Cryo-blocks were prepared by freezing the SAM-containing cryo-molds in liquid nitrogen and storing them at −80 °C until use. The cryo-blocks were cryo-sectioned into 10-μm-thick slices with a cryostat (Leica CM3050 S) using low-profile blades (MONARCH, Sturkey, US). 12 to 15 such sections were obtained from a single SAM, and collected on 0.1-mm polyethylene terephthalate (PET) or 1.0-mm polyethylene naphthalate (PEN) membrane slides. SAM regions possessing plastids at different developmental stages were selected based on their chlorophyll fluorescence, and LCM was performed on adjacent sequential sections. The sections were then immediately fixed in 70% ethanol, washed and dehydrated by an ethanol series (70, 96 and 100%), dried in air, placed in air-sealed Falcon tubes and stored at −80 °C until use. Cells containing plastids at three progressive developmental stages were laser-microdissected from (a) the chlorophyll-less CZ, (b) the PZ, and (c) the abaxial side of a 150–350-μm-long LP. Laser microdissection was carried out using a PALM MicroBeam LCM system (Carl Zeiss). The cut regions were catapulted into 500-μl adhesive caps (Agilent) containing 35 μl of RLT lysis buffer from the RNeasy Micro RNA isolation kit (Qiagen). Samples were maintained at room temperature for 30 min then stored at −80 °C. RNA quality was assessed with Bioanalyzer 2100 (BA) using a BA-PICO 6000 Chip (Agilent Technologies). Altogether, three biological replicates, each containing three pooled sections, were obtained and subsequently analyzed for each region along the developmental gradient.

### cDNA synthesis, library preparation, RNA sequencing, read alignment, clustering and differential expression analysis

Low input RNA libraries for sequencing were prepared using the CEL-Seq method^17^. Single cDNA library containing all samples was sequenced on a single lane at the Technion Genome Center (Technion – Israel Institute of Technology) with HiSeq2500 (Illumina) using paired-end sequencing. An 18-bp fragment, Read1, was generated for reading barcode and UMI. At the other end, a 36-bp fragment, Read2, was generated for insert cDNA. The quality of sequences was evaluated using FASTQC v0.10.1. Mapping was performed with Bowtie2 v2.1.0 in “Local mode”. Counting of reads to genes was performed with a script based on the HTSeq-counts (provided as part of the CEL-Seq pipeline). Tomato reference genome (SL 2.5) and annotations from Solgenomics, with the addition of the chloroplast genome, were used for counting reads per gene. Differential expression analysis was performed using the R-based software ‘DESeq2’ v1.4.0. Differentially expressed genes were those having ≥6 reads in at least one of the tested zones (CZ, PZ or LP), as well as a fold change (increase or decrease) of ≥1.5 in at least one of the three pair-wise comparisons. Additional criteria were either two-tailed FDR ≤0.05, or individual *p*-value ≤0.05, validated by subsequent qPCR analysis, as detailed below. The differentially expressed signals were log_2_-transformed and normalized by *Z*-score transformation before PCA and cluster analyses. Unsupervised clustering was performed using Euclidean distance metric and average-linkage agglomeration method. The heat map was based on K-means clustering of the genes, using Pearson correlation coefficient as a distance metric. The optimal number of clusters in the heat map was computed using the gap statistic method and included 1000 Monte Carlo iterations^36,37^. The RNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus^38^ and are accessible through GEO Series accession number GSE102070 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102070).

### Real time PCR (qPCR)

RNA isolation and amplification (for two rounds) were performed as described^3^, except that the primers used were from the MessageAmp II aRNA Amplification Kit (Invitrogene). Three biological replicates were used for each developmental stage, derived from 5–6 SAMs each. cDNA synthesis was carried out using 20 ng of the aRNA. qPCR was performed using the BioMark™ HD System (Fluidigm). Data was analyzed with the Fluidigm Real-Time PCR Analysis software, using the Linear (Derivative) Baseline Correction and the Auto Ct Threshold Method. Differential expression was determined using two-tailed Student’s t-test (p ≤ 0.05).

## Electronic supplementary material

Dataset 1

Dataset 2

How the deposited data were processed for this re-analysis (not part of the article)

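The table of normalized counts holds 34866 genes of tomato, plastid genes included, in 9 CEL-Seq libraries of laser-captured CZ, PZ and LP tissue, with 3 libraries per zone. No column was left without a sample. According to the authors' methods, insert reads of 36 bp were aligned with Bowtie2 2.1.0 in local mode to the tomato genome and the chloroplast genome, counted with a script based on HTSeq and tested with DESeq2 1.4.0. They do not state how the counts were normalized. The unit is a signal as deposited by the authors, normalized so that each value is the gene's reads divided by a factor of the library and rounded to 2 decimals. All values above 0 were checked to be whole multiples of a step per library (tolerance 0.0051), and reads per gene were recovered by dividing by this step. A read was worth 0.288 normalized counts in CZ1, 0.667 in CZ2, 0.851 in CZ3, 0.771 in PZ1, 0.74 in PZ2, 0.69 in PZ3, 0.432 in LP1, 0.603 in LP2 and 1.09 in LP3. Normalized totals ranged from 41745.7 to 47277.1 with a median of 43990.8. At 40286 to 144665 reads per library, most genes have few reads, so small changes of weakly expressed genes are not detectable at this depth. Correlations of log2 values between libraries of a zone were 0.563 to 0.713 over the 9 pairs, across genes, which are not independent replicates.

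Genes with a normalized count of at least 6 in at least 1 library were tested (4044 genes). limma 3.58.1 in R 4.3.3 was fitted to log2(normalized count + 1) with zone as the only factor and a trend of the variance with the mean, for LP against CZ, PZ against CZ and LP against PZ. p-values were adjusted by the method of Benjamini and Hochberg over the genes tested in each comparison. A call needed an adjusted p of at most 0.05 and a log2 fold change of at least 0.585, which is 1.5-fold. The adjusted p values named without a tool are from limma. Gene lists were tested with camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry, which tests whether the genes of a list move on balance in a direction. For the Table 1 genes between LP and CZ fry gave adjusted p = 0.00661, on a list that the study chose on these samples. Overlaps of calls were compared with 100 simulations of unchanged groups. Shares of reads were compared with exact permutation tests, two-sided, for which 3 libraries against 3 cannot go below p = 0.1. The order of rise was tested with 100000 permutations of genes between groups. Principal components and average-linkage clustering used values scaled per gene, and K-means used 3 clusters and 50 starts (scikit-learn 1.9.0, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15). Figures were drawn with matplotlib 3.10.9. The steps were tested on simulated data with 200 changed genes: of 3200 genes compared between LP and CZ, the call was made for 3.4% of those changed 2-fold, 27.3% of those changed 4-fold and 52.5% of those changed 8-fold, and for 1 of 3027 unchanged genes. Fewer simulated than real genes reached the minimum (3200 against 4044). The simulated counts were thus less spread than the real ones, and this rate of false calls need not hold for the real libraries.

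The alternatives were pseudocounts of 0.5 and 2, filters on the mean of a zone (at least 6) or of all libraries (at least 3), no filter, the same total for each library, TMM scaling, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, a per-gene test on the linear values, a block for the replicate number, only the zones compared, the adjusted p alone, and leaving out each library in turn. Calls at an unadjusted p were added after seeing the data. Leaving out genes with values off the step had nothing to remove and was not run. Where a library was left out of a zone, 2 remained, and limma pooled the spread over all zones. The genes named are all genes of Table 1, Table 2 and the paper's qPCR table, whose values in the paper had been seen, and for each comparison up to 10 called genes with the largest rise and fall whose libraries do not overlap. Unnamed genes are given by ID for the largest 2 each way, and Solyc07g007760.2 and Solyc07g054070.2 were named in addition after their values were seen. Lists of genes by description, markers of cell types and predicted localizations, though foreseen, were not run, because the reference gene list has no IDs of the kind used here. The readable part of the supplementary tables, which describes genes by these IDs, holds 1998 of 34866 genes, 95 of 4044 genes of the comparisons and 0 of 223 of the list of differentially expressed genes, too few for a test of lists.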

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

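The tests in this part were set before the values were seen, and clpP and ycf1 were singled out after. Genes encoded on the plastid genome, which the paper does not report on, had 370 reads over the 9 libraries, above the 3 reads that a count of 0 allows. Of 141 plastid genes in the table, 20 had reads, and clpP, a subunit of the plastid protease, with 154 and ycf1, a large open reading frame, with 102 reads made up 69.2% of them. The 33 plastid genes of photosynthesis proteins had 31 reads together. Plastid reads made up 0.0556% of all 665240 reads, and 0.0604 ± 0.0189% of those in CZ, 0.059 ± 0.0114% in PZ and 0.0597 ± 0.0252% in LP (SD, n = 3 each). The zones did not differ by an exact permutation test (p = 1.0 for PZ against CZ, p = 0.9 for LP against CZ and p = 1.0 for LP against PZ, with 0.1 the smallest possible), which does not show that they were alike. How well CEL-Seq captures plastid transcripts was not tested. Reads this few, mostly on clpP and ycf1, therefore do not measure expression of the plastid genome or show that its transcripts were rare. The table has no entries for spike-in RNA (0).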

How the results depend on the processing

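Calls at an unadjusted p were chosen after the results were seen. The other alternatives were set before, but they were applied to the genes of the qPCR table, and put on the scale of mean counts for the folds of Tables 1 and 2, after the values had been seen. No called single gene changed direction under any alternative. Of 171 results on single genes, 63 were called, and each of these calls was lost in the per-gene test on the linear values, which pools no spread between genes; 14 were kept in every fit with a library left out that could test them, where Solyc08g077360.2 had 8 such fits and the others 9. Over 3811 comparisons with alternatives, single genes stayed on their side of the threshold in 3332, lost the call in 375 and gained it in 104. Between LP and CZ the 58 calls were 24 with a filter on zone means, 32 with no filter, 37 with TMM scaling, 31 by DESeq2, 0 by the per-gene test on the linear values, 379 at an unadjusted p, and 26 to 63 when a library was left out. Between PZ and CZ the 13 calls were 2 with the filter on zone means, 4 with that on the mean of all libraries, 7 with no filter or TMM, 29 by edgeR, 2 by DESeq2, 1 on the linear values, 20 with a replicate block, 257 at an unadjusted p, and 3 to 20 when a library was left out. Between LP and PZ the 6 calls were 0 with either filter on means, by DESeq2 or on the linear values, 25 by edgeR, 11 with a replicate block, 284 at an unadjusted p, and 0 to 8 when a library was left out; the 5 higher and 1 lower became 3 and 4 without PZ1. The 14 calls among Table 1 genes were 7 with the filter on zone means, with no filter, with TMM or by edgeR, 9 by DESeq2, 0 on the linear values, 50 at an unadjusted p, and 4 to 18 when a library was left out. The 3 among Table 2 genes were 0 with the filter on zone means or on the linear values, 1 with no filter, by edgeR or by DESeq2, 11 at an unadjusted p, and 1 to 3 when a library was left out. The 6 genes called in LP against CZ and PZ against CZ were 2 with the filter on zone means, 3 with that on the mean of all libraries, 11 by edgeR or with a replicate block, 1 by DESeq2, 0 on the linear values, 92 at an unadjusted p, and 3 to 15 when a library was left out. The 4 called in LP against CZ and LP against PZ were 0 with either filter on means, by DESeq2 or on the linear values, 9 by edgeR, 7 with a replicate block or only the zones compared, 109 at an unadjusted p, and 0 to 5 when a library was left out. edgeR shared 37 calls with limma between LP and CZ, 12 between PZ and CZ and 6 between LP and PZ. The 4044 identified transcripts were 1913 with a minimum of 6 for a zone mean and 9017 with a minimum of 3, and the 8 libraries nearest to one of their own zone were 3 on all genes tested. TMM moved the median log2 change of all genes to −0.12 between PZ and CZ, where the 9 higher and 4 lower genes became 3 and 4. The order of rise gave p from 0.126 to 0.687 (permutation test) when a library was left out and 0.117 on the linear scale, and the plastid share differed between LP and CZ by −0.0007 points, and by −0.0105 to 0.0138 when a library was left out. Fewer libraries widen the standard error of a zone mean, no filter adds tests, and counts at an unadjusted p skip the adjustment by construction. Otherwise the cause was not tested. Residuals of libraries with the same replicate number correlated at 0.027 to 0.112 over 9 pairs, 2 of them above 0.1, and at −0.096 to 0.043 over the other 18 pairs, and 8 of 9 libraries correlated best with their own number. This is a hint of pairing that the design does not state, and the block is given for that reason only. With the block, each list of Table 1 that camera called with an estimated correlation, in either comparison with LP, had adjusted p = 0.0667. Leaving out genes with values off the read step gave no value, since there were none, and the adjusted p alone changed no count. Depth limits the genes with few reads most.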

Differences from the paper's values

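The counts of the paper use a minimum of 6 reads in at least 1 of the tested zones, a fold of 1.5 and an FDR of 0.05, or an individual p of 0.05 for genes whose expression qPCR bore out. The counts given here use a normalized count of 6 in at least 1 library, the same fold and an adjusted p of 0.05 alone. With the minimum set on zone means, 1913 genes were tested in place of 4044, and the 58 calls between LP and CZ were 24. The paper's number of differentially expressed genes is 223, and 66 were called here; none of the alternatives set before the data were examined comes within 1.5 times, and at an unadjusted p, chosen after seeing the values, 681 were called. The paper's 39 genes between CZ and PZ stand against 13 here, and edgeR with 29 is within, but no other alternative set before. The paper's 19 of these that also differ between CZ and LP stand against 6, with 15 without CZ2 within. The paper's 20 genes between PZ and LP stand against 6, with 25 by edgeR within. The paper's 17 of these that also differ between CZ and LP stand against 4, and no alternative set before is within. The paper's 54 genes of chloroplast proteins that are higher in LP stand against 14 of the 56 genes listed in Table 1, and no alternative set before is within; 50 pass at an unadjusted p, chosen after seeing the values, which drops 6 of the listed genes.

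In the paper's supplement, log2 changes between LP and CZ equalled the log2 ratio of zone means of the library counts printed there in 91 of 91 readable genes. The fold changes of Tables 1 and 2 were set beside the log2 ratio of the mean normalized counts. They were within 0.05 of it for 8 of 68 genes, larger in the paper for 54 and smaller for 6, and of the same sign for 66. The median size was 2.36 in the paper, 1.78 from the means and 1.53 in limma. For 19 genes the difference was larger than the spread of single libraries, which is the SD of each zone carried to the log2 ratio. The error of a ratio of means of 3 libraries is smaller, so by it more genes would differ. The alternatives with a pseudocount, another scaling, edgeR or DESeq2 are fitted values on their own scale, and filters, a replicate block or only the zones compared leave the means as they are. For genes with alternatives within the spread of single libraries, the paper's value comes first. RPS1 is 2.85 against 1.90 (within without CZ2, 2.43, or LP2, 2.00), RPL27 3.57 against 2.35 (without CZ1, 2.98, LP2, 2.66, or LP3, 2.41), and LHCB6 2.26 against 1.98 (without LP3, 2.07). PSBX is 2.61 against 1.47 (without CZ2, 1.85), PSBR 1.82 against 1.03 (without CZ2, 1.23) and PSBY 2.63 against 1.35 (without CZ2, 1.81). LHCA2 is 2.13 against 1.34 (without CZ2, 1.59, or LP2, 1.60), LHCA3 Solyc10g007690.2 2.36 against 1.37 (without CZ2, 1.90) and LHCA3 Solyc12g011280.1 3.69 against 2.01 (without CZ2, 2.88, or LP2, 2.28). FBA2 Solyc02g084440.2 is 3.06 against 1.41 (without CZ2, 2.45, or LP3, 1.68), CDSP32 4.36 against 2.82 (by DESeq2, 3.03, without CZ2, 3.59, or without LP2, 3.01) and ATPD 3.05 against 1.36 (without CZ2, 2.01). For these 12 genes all other alternatives set before the data were examined differ. The alternatives were first compared as fitted, with 14 genes never within, and the scale of the means was used for them where possible after the values had been seen. On it, no alternative is within for 7 genes: GS2, with the paper's 3.12 against 1.42, PRXIIE, with 1.93 against −0.88, Solyc02g049070.2, with 2.09 against 0.38, MDR1, with 3.50 against 2.06, SPT, with −4.97 against −2.39, CUC2, with −4.64 against −1.76, and GID1C between PZ and CZ, with −3.15 against 3.33, or −3.33 when CZ is divided by PZ, which is within the spread of 1.92.

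The paper states that GID1 is lower in the PZ, whereas the mean of GID1C here was 8.28 in PZ and 0.823 in CZ. In the readable comparisons of the paper's supplement, which do not include GID1C, the log2 changes between PZ and CZ had the opposite sign to the ratio of the mean counts in 91 of 91 genes. The paper's own qPCR gives GID1C a log2 difference of 1.56 between PZ and CZ and −2.71 between LP and CZ. The paper states that CUC2 is lower outside the CZ. Its mean here was 16.8 in PZ and 14.4 in CZ, and lower only in LP at 4.25. The paper lists PRXIIE among genes that are higher in LP, and its mean here was 3.35 in LP and 6.14 in CZ. The paper describes a pattern of genes that increase from CZ to PZ and then decrease. Such a group was not among 3 clusters of the called genes, and with 4 clusters it held 5 genes. The paper states that zones are well separated. Here clustering into 3 groups placed CZ2 with PZ, and gave the zones with a pseudocount of 0.5 or 2. Some genes of Tables 1 and 2 that did not pass the test passed it under an alternative. LHCB5 did so with a pseudocount of 0.5, a replicate block, only LP and CZ in the fit, and without CZ2, CZ3, PZ1, PZ2 or LP2 (adjusted p from limma 0.0159 to 0.0456 in these, range over the alternatives 0.0159 to 0.681). PSAN did so with a pseudocount of 0.5, a replicate block, only LP and CZ in the fit, and without PZ1, PZ2 or LP2 (0.0161 to 0.0479, range 0.0161 to 0.616). RPL6 passed with a replicate block, only LP and CZ in the fit, or without CZ2 (0.0327, 0.0423 and 0.0422, range 0.0327 to 0.5), and Solyc10g081100.1 with a replicate block, only LP and CZ in the fit, or without PZ2 (0.0416, 0.0384 and 0.0386, range 0.0384 to 0.667). Without CZ2, FBA2 Solyc02g084440.2 (0.0274, range 0.0274 to 0.876), LHCB1.4 (0.0378, range 0.0378 to 0.64), RCA (0.0351, range 0.0351 to 0.697) and LHCB1.3 Solyc03g005770.1 passed, the last also without LP3 (0.0313 and 0.0391, range 0.0313 to 0.745). PSAO passed without LP2 (0.0283, range 0.0283 to 0.815). CRK passed the test only when LP and CZ were fitted without PZ (adjusted p = 0.0477 from limma, range over the alternatives 0.0477 to 0.667), CUC2 with a replicate block or without CZ3 or LP3 (0.0322, 0.04 and 0.0313, range 0.0313 to 0.697), and the FD gene Solyc02g061990.2 without CZ3 (0.0491, range 0.0491 to 0.771).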

Other observations

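The test of scaling and the splits of libraries were chosen after the results were seen, and those of depth and of CZ2 before. The paper's qPCR, on genes selected from its own list of putative differentially expressed genes, can be set beside the fold changes for 84 genes tested here. Of these, 59 had the same sign between LP and CZ. The rest had the opposite sign, among them GID1C with −2.71 by qPCR and 0.17 in limma. Of 22 of the 84 genes that were called by limma, 21 had the same sign, the exception being Solyc11g017250.1. For LHCA4 the paper's qPCR gives a log2 difference of 4.59 and limma 1.87, for ACP4 5.77 and 1.89, for YABBY3 3.06 and 1.72, for GS2 2.28 and 1.21, and for FD Solyc02g083520.2 −1.81 and −1.59. The gene of a cysteine-rich extensin-like protein of the cell wall, Solyc01g006400.2, had a normalized count of 4.72 ± 2.94 in CZ and 19.8 ± 8.6 in LP (SD, n = 3), with 1.89 in limma (adjusted p = 0.0156) and 6.53 in the paper's qPCR. Its call was lost without CZ2, CZ3, LP1 or LP2 (adjusted p = 0.111, 0.0954, 0.294 and 0.0946 from limma, range over the alternatives 0.00502 to 0.68), with a filter on zone means, no filter or TMM, by edgeR and by DESeq2.

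In the 1998 genes of the supplementary table that could be compared with the deposited table, 4 had other values, namely Solyc00g007260.2, Solyc01g006400.2, Solyc01g008080.2 and Solyc01g008420.2. For Solyc01g008420.2 the deposited CZ counts are 7.21, 2.0 and 1.7, and the paper's supplement prints 33.21, 32.0 and 31.7. All 3 genes with a q of at most 0.05 between LP and CZ among the 95 readable genes of the paper's comparisons are among these 4. In the same part, 52 of 285 q values were above 1, and the p columns are headed with another test than the DESeq2 of the paper's methods. The averages printed for PZ equal the mean of CZ2, CZ3 and PZ1 in 1998 of 1998 genes and that of the PZ libraries in 1407, and those for LP equal the mean of CZ3, PZ1 and PZ2 in 1998 and that of the LP libraries in 1334.

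The higher level of Table 1 genes in LP was weighed against technical explanations. With TMM scaling the median log2 change of these genes was 1.38 (standard error over genes 0.072), against 1.48 before. This argues against the scaling as the whole cause, though genes are not independent replicates. With all libraries thinned to 40286 reads the median was 1.37 to 1.59 over 20 draws, which argues against depth as the whole cause. The study chose these genes for being higher in LP in these libraries, and neither check removes that choice. The zones differ in place, age and tissue, and were picked by chlorophyll fluorescence, so a biological difference between them stays open and was not tested apart from the choice.

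Splits of the libraries are too few for a share under 0.05, with 10 for each comparison. The numbers of splits as large, given in brackets, count the real split. Of the Table 1 genes, 14 were called for the real split and at most 2 for another (1 as large). The study chose this list on the real zones of these libraries, so the real split was favoured in advance and this comparison is no support. For all genes the real split gave 58 calls and the highest other 9 between LP and CZ (1 as large), 13 and 18 between PZ and CZ (2 as large), and 6 and 6 between LP and PZ (2 as large).

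Table 1 transcripts were higher in CZ2 than in CZ1 and CZ3, at 42.2% of the way from the other CZ libraries to LP, against −40.5% and −12.9%. A candidate explanation is captured cells of PZ or LP type in CZ2, which would place it nearer to LP also over other genes higher in LP, chosen without the library in question. Over called genes outside Table 1, CZ2 lay at 45.1% (standard error 7.2), CZ1 at 29.8% (11.2) and CZ3 at −19.1% (8.7). Over genes chosen by an unadjusted p, CZ2 lay at 48.8% (4.4), CZ1 at 52.1% (4.5) and CZ3 at −1.5% (7.1). These standard errors are over genes within a library, and genes are not independent replicates, so they may be too small. The choices of genes differ in whether CZ2 stands apart from CZ1, so this explanation and a difference between seedlings cannot be told apart.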
